A study of Homo sapiens with 77 samples. Its data were reported in "scRepli-RamDA-seq: a multi-omics technology enabling the analysis of gene expression dynamics during S-phase" (2025).

How the data were processed

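Levels were taken from the deposited gene and transcript tables, whose unit is TPM, as made by the authors with RSEM. According to the study, the authors sorted Hoechst-stained hTERT-RPE1 cells by flow cytometry, amplified cDNA with not-so-random primers after a genomic DNA digestion step and built Nextera XT libraries. They removed cells by read number, ribosomal and mitochondrial RNA and, for scRR-seq, by the DNA of the same cell, a filter that scRamDA-seq cells could not have. They brought cells to similar read numbers and used the ramdaq pipeline with fastq-mcf, HISAT2, featureCounts and RSEM on hg38 with GENCODE release 38. The libraries mark no strand, and how strand was treated in counting is not stated. Read depth per cell was unknown here, because TPM keeps none, so no counting precision was derived.

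The groups came from the sample titles: 15 scRamDA-seq, 13 scRR1 and 15 scRR3 mid-S cells (6 of Lot1 and 9 of Lot2), and 2 scRamDA-seq and 2 scRR3 G0 cells. For the 47 RNA samples the title and the description of a sample name different cells, so each table column was mapped by its own name, and 0 columns were left unused. The text of the study calls the second gate G1 and the labels call it G0, and the name in the labels was kept. The 30 DNA samples and the data of other cell types were not analysed here. Gene names and positions came from GENCODE release 44, matched by identifier without version, which left 245 of 60708 genes unmatched and 60463 matched. Among the unmatched were the 44 genes with PAR_Y identifiers, which were never named.

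Levels were set to log2(TPM + 1), and a difference is that of the group means, over genes with a mean of at least 5 TPM in at least 1 of the groups compared. A gene counted as higher or lower when its difference was at least 1. No test was made, because each sample is 1 cell, the samples name no culture, and no comparison of methods had known replicate experiments on both sides. The scRR3 mid-S cells came from a pair of independent experiments and the scRR1 cells from a single one, and the number for scRamDA-seq is not stated. The scRR3 lots served as the yardstick for differences between experiments. Comparisons were scRR1 and scRR3 with scRamDA-seq, scRR1 with scRR3, Lot2 with Lot1, and G0 with mid-S within scRamDA-seq and within scRR3. Detection used genes or transcripts above 1 TPM in a cell, and shares used a mean above 0.1 TPM. Correlations were Pearson r over all genes of log2(TPM + 1).

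The comparisons, the 18 gene lists, the thresholds and most alternatives were fixed before the data were examined. The lists hold 585 symbols, of which 3 are not in the table. Each list median was placed among 10000 random lists of the same size drawn from at most 20 bins of expression level, and also among random lists of lncRNAs for lncRNA lists and of protein-coding genes for coding lists. This and the removal of single cells that stood apart were added later. Named genes were the 10 most different each way in each comparison of methods, 5 each way for the lots, and at most 2 each way per list, where at least 50% of the cells in the higher group were above 0. Where scRR3 was compared with another method, both lots had to show the same sign. For G0, 10 genes each way were named whose values in both G0 cells lay outside the range of all mid-S cells in both methods, ordered by the smaller difference. XIST, Y-linked genes, pseudogenes and genes named after clones were never named. Some items are not reported here. Genes looked up in single G0 cells were chosen after their values had been seen.

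Alternatives were pseudocounts of 0.1 and 5, no filter or a mean of at least 20 TPM, the log2 ratio of means, TPM rescaled to 1000000 without mitochondrial genes, 7SK and 7SL, and median-ratio scaling over 8600 genes for mid-S cells and 8311 for all cells. Others were each scRR3 lot alone, each G0 cell left out, 13 cells of each method, other detection thresholds, Spearman correlation, and a split of the scRamDA-seq cells for the difference that both protocols share. The size rule was tested on simulated data with planted differences for both comparisons with scRamDA-seq and for the lots. The list percentile was tested in this way for scRR3 with scRamDA-seq. No such test was made for the other comparisons. The difference that both protocols share was set beside 100 simulations of unchanged groups. The data with planted differences were drawn gene by gene from the scRamDA-seq mid-S cells, also for the lots. Among unchanged simulated genes 3.40% (502 of 14784) passed the size rule for scRR1 with scRamDA-seq, 2.95% (436 of 14759) for scRR3 with scRamDA-seq and 8.61% (1293 of 15018) for the lots. Of genes planted with a difference of 2, at least 90% passed the size rule, but of those planted with a difference of 1 only 32% to 51%. The work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.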

Results

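Single-cell total RNA-seq by scRepli-RamDA-seq (scRR-seq) was measured against scRamDA-seq in hTERT-RPE1, a retinal pigment epithelial cell line immortalised with telomerase. The tables analysed here held TPM levels of 60708 genes and 237079 transcripts in 47 single cells. Of these, 43 cells were sorted in mid-S phase: 15 with scRamDA-seq from the whole lysate, 13 with scRR1 (1 µl of lysis buffer) and 15 with scRR3 (3 µl), the last in 2 lots of 6 cells (Lot1) and 9 cells (Lot2). A further 2 scRamDA-seq and 2 scRR3 cells were labelled G0, a gate that the text of the study calls G1. In scRR-seq the DNA was held on magnetic beads and the RNA came from the supernatant. The 30 DNA samples among the 77 of the series were not analysed here. Read depth could not be read from the tables because TPM keeps no depth. In all 47 cells 21120 genes were listed at 0. The most alike pair of cells had a Pearson r of 0.94 and no cell was a copy of another. The scRR3 mid-S cells came from a pair of independent experiments, those of scRR1 from a single one, and the number for scRamDA-seq is not stated. The samples name no culture, so no comparison of methods had known replicate experiments on both sides. No test was made, and ± gives the SD between cells. Differences are of mean log2(TPM + 1), and a gene counted as higher or lower when the difference reached 1.

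The first question was how many genes and transcripts each method saw in a mid-S cell. Above 1 TPM, scRamDA-seq listed 19314 ± 1077 genes per cell (n = 15), scRR1 15090.2 ± 544 (n = 13) and scRR3 15578 ± 1144 (n = 15), or 78.1% and 80.7% of the scRamDA-seq mean. Transcripts above 1 TPM numbered 49667 ± 2068 with scRamDA-seq, 38224 ± 922 with scRR1 (77.0%) and 40224 ± 3584 with scRR3 (81.0%). Within scRR3, Lot1 reached 82.2% and Lot2 79.6% of the scRamDA-seq gene number. Protein-coding genes, which carry the messages for proteins, were kept better than long non-coding RNA genes. They numbered 12392 ± 251 per scRamDA-seq cell, 11237 ± 176 per scRR1 cell (90.7%) and 11435 ± 304 per scRR3 cell (92.3%). Long non-coding RNA (lncRNA) genes, whose RNAs often stay in the nucleus, numbered 4462 ± 582, 2490.5 ± 446 (55.8%) and 2634 ± 591 (59.0%). At a threshold of 0 TPM the shares were 81.1% and 84.2%, and at 5 TPM 83.7% and 83.3%.

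**Figure D1:**
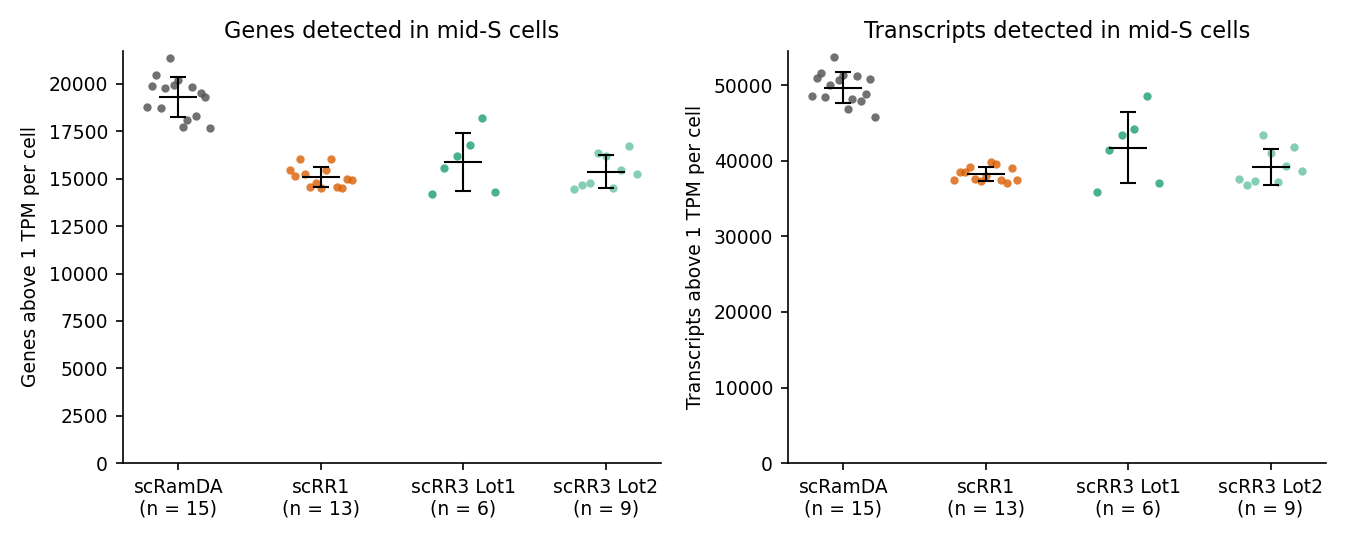
Number of genes and of transcripts above 1 TPM in each mid-S cell, by method and scRR3 lot (points, single cells; bars, mean ± SD). The scRamDA-seq cells lay highest, at 19314 ± 1077 genes, against 15090.2 ± 544 in scRR1, 15874 ± 1525 in scRR3 Lot1 and 15381 ± 853 in scRR3 Lot2.

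The second question was which scRamDA-seq genes scRR-seq left out. Of 33198 genes with a mean above 0.1 TPM in scRamDA-seq, scRR1 also listed 25957 (78.2%) and scRR3 26842 (80.9%) above that level. Either protocol listed 28757 (86.6%), and 4441 (13.4%) were seen by neither. For 132243 transcripts the shares were 75.3% for scRR1, 79.0% for scRR3 and 86.8% for either. Genes seen by neither had a median scRamDA-seq level of 0.353 TPM, against 4.58 TPM for the genes seen by at least 1 protocol. lncRNA genes made up 34.9% of the genes seen by neither and 28.8% of the others. Pseudogenes made up 27.6% against 11.8%, and protein-coding genes 16.9% against 52.2%. Among the genes at 0.1–1 TPM 36.4% were seen by neither, at 1–5 TPM 8.08%, at 5–20 TPM 2.04% and above 20 TPM 0.220% (16 of 7257 genes). The shares moved with the definition, and a mean above 1 TPM gave 73.6% for scRR1 and 73.3% for scRR3.

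**Figure D2:**
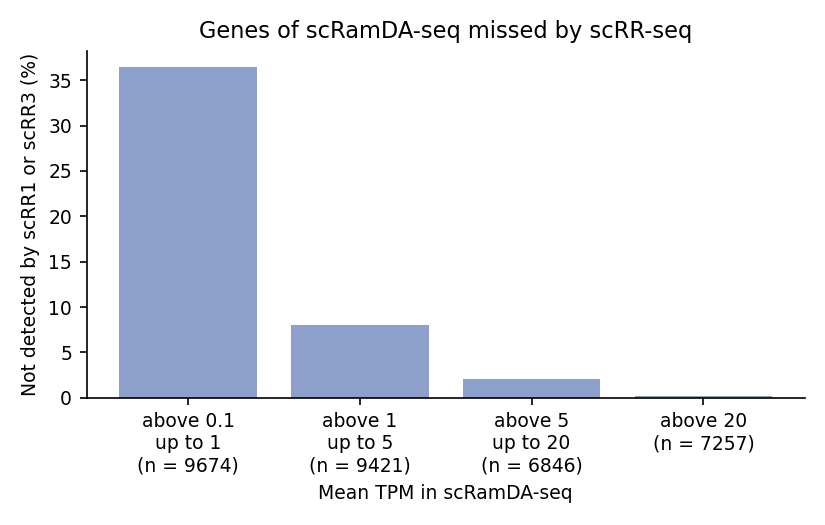
Share of scRamDA-seq genes detected by neither scRR1 nor scRR3 (bars, % of genes) by the mean scRamDA-seq level in mid-S cells (classes of TPM). The share was 36.4% at 0.1–1 TPM and 0.220% above 20 TPM.

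The comparison of scRR1 with scRamDA-seq in mid-S cells asked which RNAs the bead protocol with the smaller volume listed at other levels. Cell-cycle and cholesterol-synthesis messages lay higher in scRR1, led among the list genes by CDK1, the kinase that drives entry into mitosis, at 2.10 (171 ± 74.7 against 43.3 ± 26.1 TPM, n = 13 and 15). Histone messages, mitochondrially encoded RNAs and many lncRNAs lay lower, among them LINC01551 at −5.06 (22.7 ± 67.4 against 186 ± 113 TPM). Of 14594 measured genes, 844 were higher in scRR1 and 3131 lower, so 21.2% of the genes past the size rule were higher. Most lower genes were weak, since among genes with a mean of at least 20 TPM the numbers were 657 and 825. Without mitochondrial genes, 7SK and 7SL in the TPM total, the median of all genes moved by −0.14, so differences of that size have no firm sign.

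The genes furthest above scRamDA-seq in scRR1 were mostly short or antisense genes. TUBA1B-AS1, which runs antisense across the tubulin gene TUBA1B (hg38, chromosome 12, 49127782–49188484), stood at 4.90 (1218 ± 507 against 64.9 ± 79.7 TPM). The MIR1244 copies MIR1244-1, MIR1244-2, MIR1244-3 and MIR1244-4, of which MIR1244-1 lies inside the prothymosin gene PTMA, had identical values, at 3.83 (375 ± 180.1 against 43.99 ± 39.8 TPM). RCC2-AS1, antisense to the mitosis regulator RCC2, stood at 3.67 (40.1 ± 26.7 against 4.16 ± 9.01 TPM), and NR4A1AS, antisense to the nuclear receptor gene NR4A1, at 2.496 (31.5 ± 41.5 against 4.76 ± 6.63 TPM). DKK2, which encodes a secreted modulator of Wnt signalling, stood at 2.39 (13.1 ± 17.3 against 0.207 ± 0.575 TPM), and the T-cell receptor segment TRBV12-4 at 2.18 (13.3 ± 13.7 against 3.44 ± 10.8 TPM). RFC3, a subunit of the clamp loader of DNA replication (chromosome 13, 33818069–33966558), stood at 2.19 (103 ± 39.5 against 30.7 ± 23.01 TPM). Reads of overlapping genes on opposite strands cannot be told apart in these libraries, and reads of near-identical copies cannot be placed, so the antisense and MIR1244 values are uncertain.

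The genes furthest below scRamDA-seq in scRR1 were non-coding RNAs and some protein-coding genes. The mitochondrial glutamine tRNA MT-TQ stood at −6.38 (19.9 ± 48.7 against 378 ± 405 TPM). LINC01551 (chromosome 14, 28765640–28823817) was followed by PHLDA1-AS1 at −3.43 (3.31 ± 4.92 against 35.8 ± 26.96 TPM), LACTB2-AS1 at −3.35 (4.26 ± 4.84 against 34.7 ± 11.96 TPM), TRIM7-AS1 at −3.29 (3.66 ± 6.11 against 27.6 ± 19.9 TPM) and LINC02886 at −3.09 (6.99 ± 9.85 against 46.2 ± 34.05 TPM). As log2 ratios of mean TPM + 1, MT-TQ stood at −4.18 and LINC01551 at −2.98. PHLDA1-AS1, LACTB2-AS1 and TRIM7-AS1 overlap coding genes of the other strand, so their levels are uncertain. Among coding genes, LRMDA, known for its part in melanocyte differentiation, stood at −3.16 (5.36 ± 6.77 against 51.5 ± 37.00 TPM). The growth factor gene NRG4 stood at −3.10 (2.94 ± 3.98 against 23.9 ± 11.7 TPM), AMDHD1, which encodes an enzyme of histidine breakdown, at −3.10 (4.39 ± 5.68 against 32.6 ± 18.2 TPM), and the zinc-finger gene ZNF546 at −3.09 (4.93 ± 3.74 against 41.1 ± 16.3 TPM).

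The comparison of scRR3 with scRamDA-seq asked the same for the protocol with the larger volume. S-phase and G2/M messages again lay higher, with CDK1 at 2.03 (149 ± 50.9 against 43.3 ± 26.1 TPM, n = 15 and 15) and the ubiquitin-conjugating enzyme UBE2C, which acts in mitotic exit, at 1.95 (277 ± 146 against 76.4 ± 45.4 TPM). Mitochondrially encoded RNAs and many lncRNAs lay lower, with the lncRNA LINC01551 at −4.93 (15.9 ± 29.7 against 186 ± 113 TPM). Of 14487 measured genes, 463 were higher in scRR3 and 3076 lower, or 13.1% higher among genes past the size rule. Among genes with a mean of at least 20 TPM the numbers were 318 and 802. With the TPM total taken without mitochondrial genes, 7SK and 7SL the median of all genes moved by −0.16.

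Among the genes furthest above scRamDA-seq in scRR3, MIR7705, a short gene inside the poly(A)-binding protein gene PABPC1, stood at 5.03 (750.3 ± 392 against 331 ± 482 TPM) and was above 0 in 93.3% of scRR3 and 40% of scRamDA-seq cells. TUBA1B-AS1 stood at 4.43 (866 ± 433 against 64.9 ± 79.7 TPM), the MIR1244 copies at 3.07 (238 ± 144 against 43.99 ± 39.8 TPM) and RCC2-AS1 at 2.03 (14.2 ± 13.2 against 4.16 ± 9.01 TPM). RNVU1-7, a variant of the spliceosomal U1 RNA, stood at 2.35 (169 ± 128 against 75.4 ± 86.1 TPM), the THAP-domain gene THAP10 at 2.12 (23.8 ± 12.8 against 7.09 ± 7.26 TPM) and MIR4426 at 2.12 (236 ± 275 against 99.1 ± 210.3 TPM). The lowest were LINC01551 and then TRIM7-AS1 at −3.48 (1.94 ± 2.799 against 27.6 ± 19.9 TPM), the mitochondrial alanine tRNA MT-TA at −3.29 (22.1 ± 85.7 against 89.7 ± 117 TPM) and NRG4 at −3.02 (4.21 ± 7.21 against 23.9 ± 11.7 TPM). MIR3064, a short gene inside the RNA helicase gene DDX5, stood at −3.02 (144 ± 219 against 421 ± 403 TPM). RASL10B, a Ras-like GTPase gene, stood at −3.01 (16.1 ± 16.4 against 105 ± 53.5 TPM) and BCL2L11, which encodes the cell-death protein BIM, at −2.96 (1.69 ± 2.83 against 17.6 ± 12.4 TPM). RHAG, a red-cell ammonium channel gene, stood at −2.85 (2.397 ± 4.23 against 20.5 ± 12.5 TPM), the complement gene C3 at −2.83 (4.14 ± 3.63 against 29.97 ± 13.2 TPM) and LINC02886 at −2.83 (6.11 ± 5.63 against 46.2 ± 34.05 TPM). As log2 ratios of mean TPM + 1 the values were 1.18 for MIR7705, 1.16 for RNVU1-7, 1.24 for MIR4426, −1.97 for MT-TA and −1.54 for MIR3064. RNVU1-7, MIR4426 and the MIR1244 genes share sequence with other copies, and TUBA1B-AS1, RCC2-AS1, TRIM7-AS1 and THAP10 overlap genes of the other strand, so their levels are uncertain.

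Fixed gene lists were placed among 10000 random lists of genes matched for level, and the percentile gives the share of random lists with a lower median. It takes no account of spread between cells or experiments. Between the scRR3 lots, histones, ribosomal proteins and cytoplasmic lncRNAs also lay at percentile 0 and extracellular matrix genes at 100, while other lists lay near the middle. An extreme percentile thus cannot tell a protocol from an experiment. Of 43 S-phase genes, 41 lay higher in scRR1 (median 0.79, percentile 100) and 37 in scRR3 (median 0.62, percentile 100). Among them were the replicative helicase subunit MCM6 in scRR1 (1.66, 150.1 ± 61.7 against 59.4 ± 40.9 TPM) and the recombination factor RAD51AP1 in scRR1 (1.63, 51.5 ± 21.6 against 17.4 ± 11.6 TPM). In scRR3 the primase gene PRIM1 (1.36, 45.5 ± 16.1 against 19.2 ± 13.04 TPM) and TYMS, which makes thymidylate (1.28, 390.1 ± 116 against 175 ± 64.8 TPM), were examples, while the repressor gene E2F8 lay lower (−0.61, 5.03 ± 4.82 against 8.45 ± 8.34 TPM). Of 54 G2/M genes, 52 lay higher in scRR1 (median 0.72, percentile 100) and 53 in scRR3 (median 0.76, percentile 100), among them TOP2A, which untangles chromosomes, at 1.74 in scRR1 (377 ± 216 against 127 ± 90.4 TPM). A pair of scRamDA-seq cells stood apart, with the lowest S-phase levels (3.07 and 3.63) and G2/M levels (3.78 and 3.95). Without them the S-phase medians were 0.51 in scRR1 and 0.39 in scRR3, and the G2/M medians 0.48 in both (percentiles from 99.2 to 99.99). Of 18 cholesterol-synthesis genes, 15 lay higher in scRR1 (median 0.89, percentile 100), among them the sterol enzymes SC5D at 1.74 (47.4 ± 26.1 against 17.6 ± 14.2 TPM) and MSMO1 at 1.56 (176 ± 190.3 against 52.8 ± 42.8 TPM). In scRR3, 12 of the 18 lay lower (median −0.22, percentile 1.37), among them MVD at −1.07 (23.1 ± 12.5 against 47.7 ± 25.3 TPM).

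Ribosomal protein genes lay higher in both protocols without leaving the range of random lists, 74 of 79 in scRR1 (median 0.51, percentile 67.99) and 78 of 79 in scRR3 (median 0.50, percentile 88.26). RPL5 stood at 1.05 in scRR1 (1171 ± 587 against 572 ± 319 TPM) and RPSA at 0.91 in scRR3 (2418 ± 805 against 1406 ± 728 TPM). Nuclear genes of oxidative phosphorylation were alike, with medians of 0.52 (percentile 88.62) and 0.42 (percentile 73.74), as in COX7B, a subunit of cytochrome oxidase, at 1.28 in scRR1 (277 ± 141 against 136 ± 97.4 TPM). ATP5MC3, of the ATP synthase ring, stood at 1.03 in scRR3 (381 ± 147 against 213 ± 131 TPM). In contrast, all 15 RNAs from the mitochondrial genome lay lower in scRR1 (median −0.75) and in scRR3 (median −0.59), below every random list. Between the scRR3 lots the same list differed by −0.57, also below every random list, and by −0.18 without 1 Lot2 cell. A value of this size thus also arose within 1 protocol, and the scRR3 difference from scRamDA-seq was not recomputed without that cell. The respiratory-chain subunit MT-ND3 stood at −1.16 in scRR1 (1149 ± 873 against 2297 ± 1164 TPM) and MT-CO3 at −0.79 in scRR3 (1956 ± 1288 against 2989 ± 1514 TPM). Mitochondrial RNAs made up 16.3 ± 7.39% of all TPM in scRamDA-seq (median 17.1%), 12.2 ± 9.77% in scRR1 (median 6.71%) and 10.97 ± 4.94% in scRR3 (median 10.7%). The scRR1 cells were split, as 3 of 13 had 26.02–29.97% mitochondrial TPM, with ribosomal protein levels of 8.35–8.69 and S-phase levels of 4.74–5.02, and the other 10 had 3.78–14.6%, with 9.56–10.55 and 5.94–6.52. So were the scRamDA-seq cells, as 6 of 15 had 6.92–9.80% mitochondrial TPM, with ribosomal protein levels of 10.06–10.43. The others had 15.6–26.8%, with 7.91–10.05. How far these mixtures bear on the list differences was not tested.

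**Figure D3:**
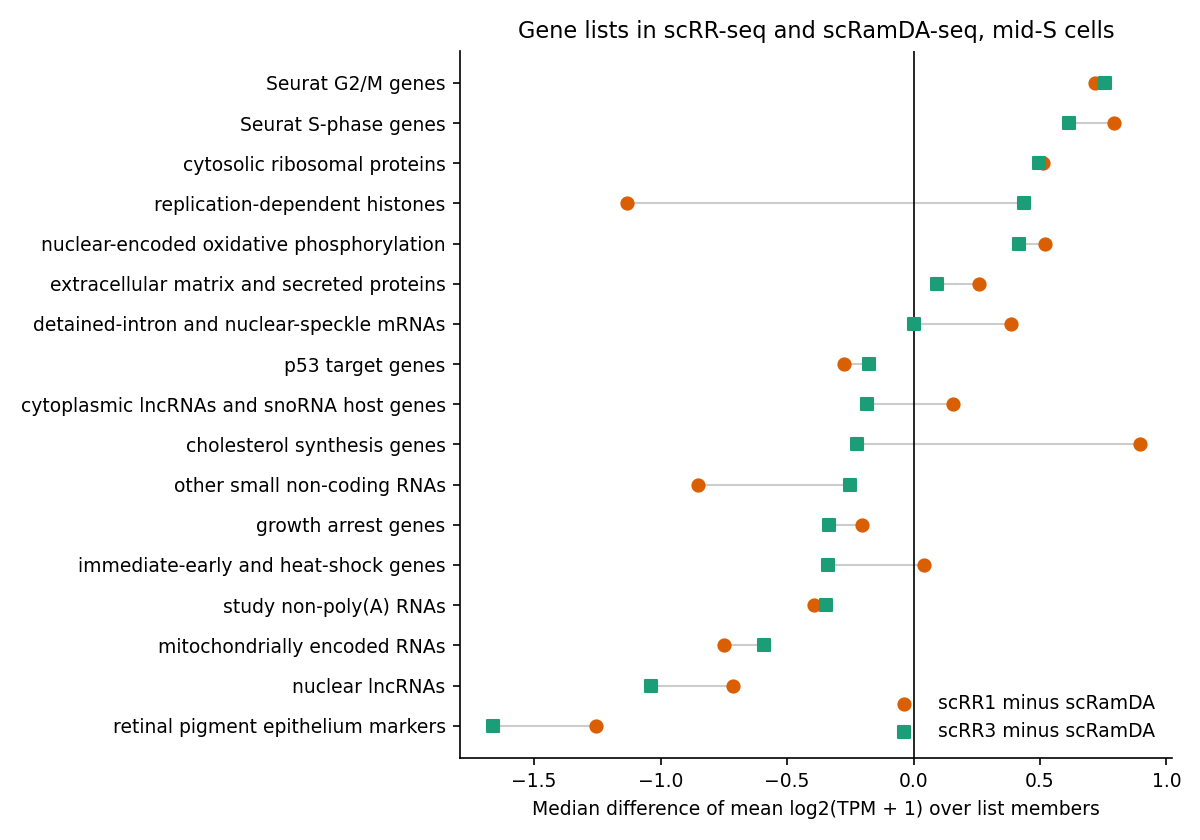
Median difference of mean log2(TPM + 1) from scRamDA-seq over the measured genes of 17 fixed lists in mid-S cells (orange circles, scRR1; green squares, scRR3; a grey line joins the pair). S-phase genes stood at 0.79 and 0.62, histones at −1.13 and 0.44 (−0.43 in scRR3 with Lot2 alone), and the scRR3 values of the detained-intron (0.0014) and extracellular matrix (0.09) lists became −0.10 and −0.0062 when mitochondrial RNAs, 7SK and 7SL were left out of the total.

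Of 16 lncRNAs known from the nucleus, 15 lay lower in scRR1 (median −0.71, percentile 0.03) and 14 in scRR3 (median −1.04, percentile 0). LINC-PINT, a p53-induced lncRNA, stood at −2.30 in scRR1 (17 ± 15.4 against 69.9 ± 29.1 TPM) and −1.97 in scRR3 (19.9 ± 14.1 TPM), and PVT1, the neighbour of MYC, at −1.82 in scRR1 (41.4 ± 21.9 against 145 ± 61.5 TPM). The paraspeckle RNA NEAT1 stood at −0.41 and −0.996, the speckle RNA MALAT1 at −0.22 and 0.17, and TUG1 at 0.62 and 0.28. Among random lists of lncRNAs only, the nuclear list was unremarkable, at percentiles 81.98 and 61.8. Of 21 cytoplasmic lncRNAs and snoRNA host genes, 12 lay higher in scRR1 (median 0.16, percentile 13.77), led by SNHG1 at 1.80 (445 ± 328 against 127 ± 79.2 TPM). In scRR3 13 lay lower (median −0.18, percentile 0.16; 0.040 with Lot1 alone and −0.40 with Lot2 alone), among them MIR22HG at −1.59 (9.03 ± 8.36 against 28.4 ± 19.6 TPM). Among random lncRNA lists this list reached percentiles 100 and 99.85. Over all 2026 and 1985 measured lncRNA genes the medians were −1.34 in scRR1 and −1.33 in scRR3, with 1321 and 1350 genes lower and 70 and 49 higher. Over 10931 and 10912 protein-coding genes they were 0.09 and 0.08.

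All 35 measured replication-dependent histone genes, which package new DNA and whose messages have no poly(A) tail, lay lower in scRR1 (median −1.13, percentile 0.52), with H2AC6 at −2.65 (5.36 ± 6.001 against 51.9 ± 75.4 TPM). In scRR3 33 of 41 lay higher (median 0.44, percentile 100), led by H4C3 at 1.96 (202 ± 149 against 79.9 ± 119.8 TPM), but the median was −0.43 with Lot2 alone. In the median cell the summed histone level was alike, at 333 TPM in scRR3 and 332 TPM in scRamDA-seq, so the higher list median came from a minority of scRR3 cells. The detained-intron and speckle mRNAs had a median of 0.39 in scRR1 (percentile 72.02) with the splicing kinase CLK1 at −1.27 (27.7 ± 30.1 against 49.6 ± 26.4 TPM). In scRR3 their median of 0.0014 (percentile 1.82) was −0.10 or −0.024 under other scalings and −0.12 with Lot1 alone, with the splicing-related RSRP1 at −1.50 (28.8 ± 21.3 against 77.3 ± 43.6 TPM) and the splicing factor SRSF3 at 0.79 (242 ± 85.05 against 147 ± 65.2 TPM). Extracellular matrix and secreted proteins stood at 0.26 in scRR1 (percentile 16.43) and 0.09 in scRR3 (percentile 1.53), the latter −0.0062 when rescaled and −0.017 with Lot1 alone. The fibrillar collagen COL1A1 lay lower in scRR1 (−2.47, 4.66 ± 4.88 against 22.7 ± 12.8 TPM), while the growth factor carrier IGFBP3 (1.45, 165 ± 174 against 47.04 ± 37.9 TPM) and the collagen cross-linker LOX (1.304, 323 ± 161 against 135 ± 76.6 TPM) lay higher in scRR3.

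Immediate-early and heat-shock genes had medians of 0.04 in scRR1 (percentile 18.55) and −0.34 in scRR3 (percentile 0.13). In scRR3 the stress factor ATF3 stood at −2.37 (0.820 ± 1.37 against 8.94 ± 6.33 TPM) and NR4A1 at −1.89 (6.801 ± 4.04 against 27.1 ± 15.7 TPM), against 1.04 for the chaperone HSP90AA1 (1191 ± 336 against 634 ± 326 TPM). Growth arrest genes had medians of −0.20 (percentile 17.42) and −0.33 (percentile 8.83), as in PIK3IP1, an inhibitor of PI3 kinase, at −1.28 in scRR1 (1.66 ± 3.35 against 5.65 ± 8.53 TPM). The p53 targets had medians of −0.27 (percentile 5.54) and −0.17 (percentile 17.71), with the DNA damage sensor DDB2 at −1.299 in scRR1 (24.8 ± 14.1 against 59.02 ± 26.5 TPM) and −1.28 in scRR3 (27.9 ± 20.7 TPM). Other small non-coding RNAs had medians of −0.85 (percentile 2.47) and −0.25 (percentile 19.205), with the Cajal body RNA SCARNA2 at −2.10 (3.296 ± 5.63 against 11.2 ± 9.04 TPM) and the minor spliceosomal RNU12 at 1.91 (17.2 ± 15.8 against 4.95 ± 7.91 TPM) in scRR1. Of 7 measured markers of retinal pigment epithelium the medians were −1.26 and −1.66 (percentiles 13.12 and 0.88), with the pigment-cell gene MLANA at −1.71 in scRR1 (1.17 ± 1.26 against 6.05 ± 3.75 TPM). Among random lists of protein-coding genes only, these lists lay lower, at percentiles 5.21 and 1.05 for growth arrest genes, 1.48 and 7.17 for p53 targets and 1.22 and 0.10 for the pigment epithelium markers. Of the markers of other cell types only the keratin KRT10 (0.54 and 0.72) and lysozyme, LYZ (−2.19 and −2.35), were measured.

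Well-known RNAs without a poly(A) tail were examined separately, although the list is the one the study showed for these samples, so it was not chosen independently. RPPH1, the RNA of RNase P, RN7SL1 of the signal recognition particle, RN7SK, RNU4-1, NEAT1 and MALAT1 were above 0 in every mid-S cell of all methods. RN7SK, which restrains transcription elongation, averaged 12051 ± 6659 TPM in scRamDA-seq, 5300.0 ± 2508 in scRR1 and 8533 ± 4066 in scRR3. MALAT1 averaged 5069 ± 3142, 4334 ± 3169 and 5062 ± 2372 TPM. RMRP, the RNA of RNase MRP, was above 0 in 93.3%, 84.6% and 100% of cells, and its scRR3 difference of 1.32 was −0.013 as a ratio of means. RNU1-3 was above 0 in 100%, 92.3% and 100% of cells. Among mid-S cells the telomerase RNA gene TERC was listed at 0 in all but 1 scRamDA-seq cell. Over the 8 measured RNAs of the list the medians were −0.39 in scRR1 (percentile 0.17) and −0.35 in scRR3 (percentile 0.06).

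The direct comparison of scRR1 with scRR3 asked which RNAs differed between the protocols. According to the study, scRR1 also skips the cDNA purification and takes only a part of the cDNA, through more PCR cycles. Effects of volume, of these steps and of the single scRR1 experiment cannot be told apart. Cholesterol-synthesis genes lay higher in scRR1, all 18 of them (median 1.02, percentile 100), with HMGCS1, which feeds the mevalonate pathway, at 1.73 (99.6 ± 111 against 19.5 ± 12.4 TPM, n = 13 and 15) and MSMO1 at 1.71 (176 ± 190.3 against 44.95 ± 24.9 TPM). SCD, which desaturates fatty acids (chromosome 10, 100347233–100364826), stood at 2.06 (242 ± 177 against 56.3 ± 35.6 TPM). All 41 histone genes lay lower in scRR1 (median −1.56; −2.93 against Lot1 alone and −0.64 against Lot2 alone), led by the linker histone H1-4 (chromosome 6, 26156329–26157115) at −2.84 (6.51 ± 5.76 against 108 ± 149 TPM). Of 12323 genes, 328 were higher in scRR1 and 286 lower, or 53.4% higher. Against Lot1 alone the numbers were 573 and 653.

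Besides SCD, the genes furthest higher in scRR1 than in scRR3 were MIR3064 at 4.22 (699 ± 979 against 144 ± 219 TPM), the mitochondrial tyrosine tRNA MT-TY at 3.44 (532 ± 469 against 260.0 ± 340.4 TPM) and MIR3198-2, inside the heterochromatin gene CBX5, at 2.92 (93.6 ± 104 against 42.3 ± 105 TPM). NR4A1AS stood at 2.14 (31.5 ± 41.5 against 5.23 ± 5.91 TPM), CEMP1, which overlaps AMDHD2 on the other strand, at 2.05 (12.98 ± 6.300 against 5.13 ± 7.45 TPM), and DNAJC27-AS1 at 1.86 (6.89 ± 7.61 against 0.603 ± 1.11 TPM). The argonaute gene AGO4, of small-RNA silencing, stood at 1.94 (33.99 ± 28.6 against 7.601 ± 4.85 TPM), the immune checkpoint gene VSIR at 1.92 (12.9 ± 14.2 against 3.21 ± 6.07 TPM) and SNHG1 at 1.85 (445 ± 328 against 124 ± 89.2 TPM). Lower in scRR1 were MIR7705 at −4.59 (364 ± 539 against 750.3 ± 392 TPM), MT-TQ at −3.65 (19.9 ± 48.7 against 197 ± 257 TPM), RNVU1-7 at −2.64 (129 ± 206 against 169 ± 128 TPM) and PHLDA1-AS1 at −2.41 (3.31 ± 4.92 against 27.2 ± 28.8 TPM). The core and linker histones H3C2 (−2.71, 4.28 ± 5.73 against 71.8 ± 103 TPM), H2AC12 (−2.64, 5.22 ± 7.71 against 121 ± 181 TPM), H1-2 (−2.57, 6.19 ± 8.57 against 95.5 ± 132 TPM), H2BC18 (−2.44, 3.07 ± 6.89 against 41.1 ± 63.9 TPM) and H3C3 (−2.28, 2.09 ± 2.63 against 65.5 ± 102 TPM) made up the rest. As log2 ratios of mean TPM + 1 the differences were 2.27 for MIR3064, 1.03 for MT-TY, 1.13 for MIR3198-2, 1.19 for CEMP1, −1.04 for MIR7705, −4.298 for H2AC12 and −4.43 for H3C3, and RNVU1-7 at −0.39 no longer passed the size rule. Histone genes are near-identical in sequence, and NR4A1AS, CEMP1, DNAJC27-AS1, PHLDA1-AS1 and VSIR overlap other genes, so single levels are uncertain.

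Other lists that lay higher in scRR1 than in scRR3 were the cytoplasmic lncRNAs, 20 of 21 (median 0.43, percentile 100; 0.13 against Lot1 alone), with SNHG12 at 1.15 (83.03 ± 41.5 against 37.6 ± 21.9 TPM). Immediate-early and heat-shock genes had a median of 0.40 (percentile 99.99), as in NR4A1 at 1.49 (26.2 ± 28.3 against 6.801 ± 4.04 TPM) and ZFP36, which destabilises short-lived messages, at 1.46 (66.7 ± 49.8 against 23.6 ± 22.04 TPM). S-phase genes had 0.27 (percentile 99.96, 33 of 43 higher) with CDCA7 at 0.94 (26.7 ± 15.7 against 12.2 ± 10.1 TPM), and detained-intron mRNAs 0.22 (percentile 98.33) with RSRP1 at 1.44 (79.7 ± 65.6 against 28.8 ± 21.3 TPM). Small non-coding RNAs lay lower, 12 of 15 (median −0.60, percentile 0), with SCARNA10 at −1.63 (24.1 ± 24.2 against 55.04 ± 27.4 TPM). The list of RNAs without a poly(A) tail had −0.39 (percentile 0.11) and the mitochondrial RNAs −0.13 (percentile 3.37). The remaining medians were 0.24 for nuclear lncRNAs (percentile 94.95), 0.0013 for ribosomal proteins (percentile 11.79), 0.13 for oxidative phosphorylation (percentile 90.11) and −0.01 for G2/M genes (percentile 12.58). They were 0.13 for growth arrest genes (percentile 79.55), −0.13 for p53 targets (percentile 7.97), 0.10 for extracellular matrix (percentile 76.57), 0.40 for 4 pigment epithelium markers (percentile 89.77) and −0.18 for the single measured marker of other cell types.

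The comparison of the scRR3 lots in mid-S cells asked how far the same protocol differed between experiments. Histone messages lay lower in Lot2 for all 42 measured genes (median −2.20, below every random list, n = 9 and 6 cells), with H2AC12 at −3.58 (45.7 ± 118 against 235 ± 209 TPM). The secreted-protein gene IGFBP3 lay higher in Lot2 at 1.62 (233 ± 198 against 63.4 ± 42.7 TPM), with 27 of 31 extracellular matrix genes on the same side (median 0.31, percentile 100). The summed level of all histone genes was 2619.6 ± 1850.3 TPM in Lot1 and 781 ± 1594 TPM in Lot2, beside 851 ± 1475 TPM in scRamDA-seq and 179.7 ± 128 TPM in scRR1. Cells fell apart within the lots, with 4 of 6 Lot1 cells at 2597–4439 TPM and the other 2 at 333 and 405 TPM, while 8 of 9 Lot2 cells lay at 79.2–588 TPM and 1 at 5014 TPM. Of 12307 genes, 304 were higher in Lot2 and 539 lower, or 36.1% higher. Simulated genes without a change passed the size rule in 8.61% of cases with groups of 9 and 6 cells. They were drawn from scRamDA-seq cells, whose median SD of a gene between cells was 0.771, against 0.652 in Lot1 and 0.696 in Lot2. That share is thus no chance rate for scRR3 cells, and whether the number of genes exceeds chance was not settled.

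**Figure D4:**
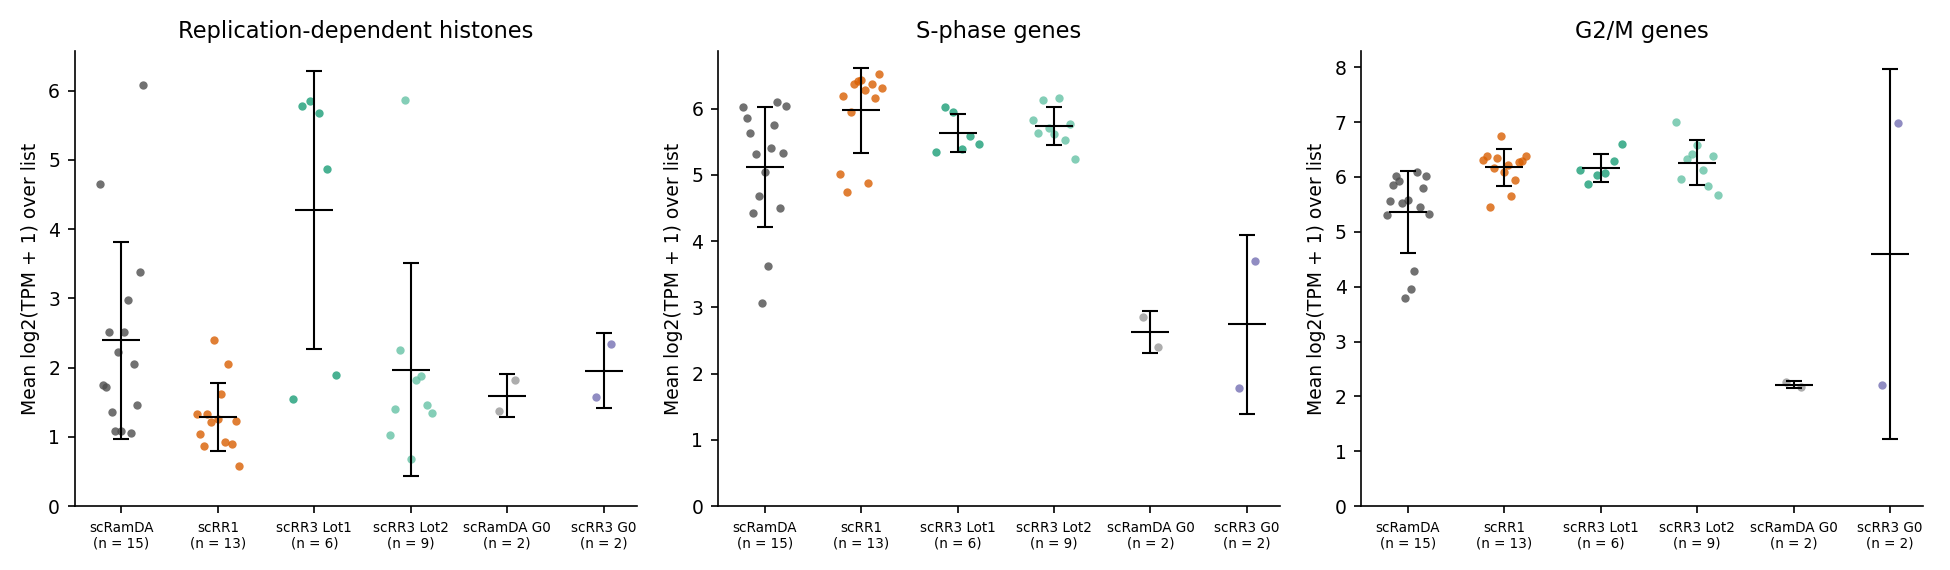
Mean log2(TPM + 1) of the replication-dependent histone, S-phase and G2/M lists in each cell (points, single cells; bars, mean ± SD) for scRamDA-seq, scRR1, both scRR3 lots and the G0 cells. The histone level was 4.27 ± 2.01 in scRR3 Lot1 and 1.97 ± 1.53 in Lot2, and the G2/M level of one of the 2 scRR3 G0 cells was 6.98, within the mid-S range of 5.68–7.01.

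The mitochondrial tyrosine tRNA MT-TY stood highest in Lot2 at 3.65 (404 ± 377 against 44.7 ± 69.3 TPM), followed by CYP1B1, an oxidising enzyme of steroids and xenobiotics, at 2.77 (11.4 ± 8.53 against 0.773 ± 1.89 TPM). The neuronal serpin SERPINI1 averaged 6.42 ± 5.66 TPM in Lot2 and was listed at 0 in Lot1. The signal recognition RNA copy RN7SL3 stood at 2.34 (27.8 ± 43.1 against 1.06 ± 1.96 TPM) and the cell adhesion gene PCDH7 at 2.24 (24.7 ± 26.3 against 8.24 ± 14.5 TPM). Lowest were the mitochondrial phenylalanine tRNA MT-TF, at 128 ± 222 TPM in Lot1 and listed at 0 in Lot2, and the histone genes H2AC12, H3C3 at −3.49 (32.5 ± 87.2 against 115 ± 110.0 TPM), H4C12 at −3.43 (10.2 ± 25.6 against 55.9 ± 50.3 TPM) and H3C13 at −3.33 (16.4 ± 45.6 against 70.7 ± 69.7 TPM). Cytoplasmic lncRNAs lay lower in Lot2, 18 of 21 (median −0.45, percentile 0), with EPB41L4A-AS1 at −2.02 (8.44 ± 8.21 against 21.8 ± 13.3 TPM). So did mitochondrial RNAs (−0.57, percentile 0; MT-ND2 −1.32), ribosomal proteins (−0.17, percentile 0) and p53 targets (−0.31, percentile 0.41). The mitochondrial difference rested in large part on one Lot2 cell, without which the median was −0.18 (percentile 4.08), and the share of TPM was alike in the lots, at 11.1 ± 4.97% in Lot1 and 10.9 ± 5.21% in Lot2. Immediate-early genes lay higher (0.31, percentile 99.98) with the transcription factor EGR1 at 1.58 (25.1 ± 38.5 against 4.24 ± 9.198 TPM), as did cholesterol synthesis (0.24, percentile 99.08) and S-phase genes (0.16, percentile 99.2; the chromatin remodeller HELLS 0.78).

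Lists near the middle between lots were the G2/M genes at 0.08 (percentile 86.03), detained-intron mRNAs at 0.07 (percentile 69.38), oxidative phosphorylation at −0.0041 (percentile 23.83) and growth arrest genes at −0.02 (percentile 44.19). Nuclear lncRNAs stood at −0.06 (percentile 21.69), RNAs without a poly(A) tail at −0.07 (percentile 18.68), small non-coding RNAs at −0.21 (percentile 3.97), 3 pigment epithelium markers at −0.09 and the single marker of other cell types at −0.40. What else set the lots apart is not stated, and with 6 cells in Lot1 a single cell weighs heavily.

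The G0 cells were compared with mid-S cells within scRamDA-seq and within scRR3, to ask whether the methods showed the same differences. G0 is the name in the labels, and whether these cells had left the cell cycle was not tested. S-phase messages were lower in G0 in both, 42 of 43 within scRamDA-seq (median −2.58) and 41 of 43 within scRR3 (median −2.86), below every random list (n = 2 G0 cells each). TYMS stood at −5.26 within scRamDA-seq (7.61 ± 10.8 against 175 ± 64.8 TPM) and −5.06 within scRR3 (62.7 ± 88.7 against 390.1 ± 116 TPM), and the ribonucleotide reductase subunit RRM2 at −4.93 (6.42 ± 0.134 against 278 ± 158 TPM) and −5.40 (30.8 ± 41.9 against 518 ± 205 TPM). Leaving out either G0 cell gave −7.27 or −3.25 for TYMS within scRamDA-seq, and −8.56 or −1.57 for TYMS and −7.80 or −2.99 for RRM2 within scRR3. The light chain of class I HLA molecules, B2M, was higher in G0 at 2.25 (1891 ± 82.8 against 434 ± 185 TPM) and 2.17 (2788 ± 1301 against 695 ± 346 TPM). Within scRamDA-seq 2361 of 15571 genes were higher in G0 and 3105 lower (43.2% higher; 51.7% under median-ratio scaling). Within scRR3 2548 of 13224 were higher and 2567 lower, 49.8% as TPM but 61.2% under median-ratio scaling, so the balance of higher and lower genes in G0 depends on the scaling. That scaling moved the median of all genes by 0.15 within scRamDA-seq and 0.23 within scRR3.

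Outside the mid-S range in both G0 cells of a group lay 361 genes above and 579 below within scRamDA-seq, and 393 above and 908 below within scRR3, of 12283 genes, where chance would give 90.3 each. In both methods 34 lay above and 124 below, where chance would give 0.664 each. Higher in G0 in both methods were PLA2R1, a phospholipase receptor, at 3.91 (67.8 ± 47.3 against 5.48 ± 6.11 TPM) and 4.08 (34.7 ± 21.7 against 1.24 ± 1.49 TPM), and ACTA2, the smooth muscle actin, at 5.80 (652 ± 751 against 12.6 ± 16.8 TPM) and 3.31 (62.6 ± 34.5 against 6.69 ± 4.76 TPM). The AP-1 subunit FOSB stood at 3.01 (136 ± 52.6 against 23.6 ± 20.9 TPM) and 6.47 (491 ± 205 against 8.03 ± 9.73 TPM), and the class I gene HLA-B at 2.89 (881 ± 158 against 135 ± 80.6 TPM) and 2.30 (1007 ± 608 against 203 ± 107 TPM). SH3BGRL stood at 3.17 (170.0 ± 30.8 against 24.01 ± 21.3 TPM) and 2.44 (147 ± 27.8 against 31.5 ± 18.2 TPM), the ubiquitin ligase gene CBLB at 2.14 (70.05 ± 39.2 against 15.6 ± 8.16 TPM) and 3.21 (49.4 ± 19.7 against 5.997 ± 5.27 TPM), and the secreted IGFBP7 at 2.44 (4184 ± 659.8 against 799 ± 247 TPM) and 1.902 (4382 ± 3402 against 1050.2 ± 399 TPM). The interferon gene IFNA1 (3.36 and 3.59) and RN7SL1 (2.22 and 2.21) belong to families of similar copies and are uncertain. Without one of the 2 scRR3 G0 cells HLA-B was 1.64 or 2.96 and IGFBP7 1.01 or 2.79.

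Lower in G0 in both methods, and listed at 0 in both scRamDA-seq G0 cells, were CDC45 of the replicative helicase (67.5 ± 43.4 TPM in mid-S; −5.30 within scRR3), the cell-cycle transcription factor MYBL2 (52.8 ± 36.6 TPM; −4.96), the histone chaperone ASF1B (45.1 ± 34.6 TPM; −4.67), TCF19 (37.9 ± 25.3 TPM; −4.09) and the scavenger receptor SCARA3 (31.8 ± 13.5 TPM; −3.97). CDCA5, which protects sister-chromatid cohesion, stood at −5.13 (0.180 ± 0.255 against 55.1 ± 31.05 TPM) and −4.74 (4.495 ± 6.36 against 85.3 ± 18.3 TPM). The DNA repair gene FANCG stood at −4.33 (5.92 ± 8.38 against 90.7 ± 56.1 TPM) and −4.71 (5.51 ± 7.799 against 97.7 ± 47.1 TPM), and UHRF1, which maintains DNA methylation, at −4.61 (5.35 ± 7.57 against 102 ± 54.7 TPM) and −4.25 (10.3 ± 12.9 against 136 ± 49.97 TPM). Leaving out either G0 cell moved UHRF1 to −6.39 or −2.84 and FANCG to −6.18 or −2.49 within scRamDA-seq. Within scRR3 it moved ASF1B to −6.696 or −2.65, TCF19 to −5.66 or −2.51, FANCG to −6.51 or −2.92 and UHRF1 to −5.85 or −2.66. CDCA5 moved there to −6.40 or −3.08 and SCARA3 to −5.29 or −2.64. Signs could not change, because these genes were chosen with both G0 cells outside the mid-S range. G2/M genes had medians of −3.21 within scRamDA-seq and −1.57 within scRR3, and histones −1.07 and −1.20. The histone list level of every G0 cell lay within the mid-S range. It was 1.37 and 1.82 within scRamDA-seq (mid-S 1.05–6.09), with 4 and 7 of 15 mid-S cells below. Within scRR3 it was 1.57 and 2.34 (mid-S 0.68–5.87), with 6 and 10 of 15 below. The scRR3 G2/M median rested on 1 cell, since leaving out either G0 cell gave −4.17 or 0.84.

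Growth arrest genes lay higher within scRR3, 19 of 22 (median 1.81, percentile 100), with the glucocorticoid-induced TSC22D3 at 4.57 (235 ± 229 against 8.26 ± 5.64 TPM) and YPEL3 at 3.78 (88.5 ± 52.3 against 8.82 ± 8.69 TPM). Within scRamDA-seq their median was 0.31 (percentile 93.51; 0.80 without one of the 2 G0 cells), with the quiescence-linked factor KLF9 at 2.66 (42.04 ± 14.8 against 7.75 ± 6.71 TPM) and the cyclin kinase inhibitor CDKN2B at 2.94 (55.7 ± 56.1 against 6.55 ± 6.57 TPM). The p53 targets had 0.95 within scRR3 (percentile 100), with TP53INP1 at 4.68 (73.6 ± 29.5 against 2.88 ± 3.18 TPM), and 0.11 within scRamDA-seq (percentile 73.14), with BAX at −1.84 (19.3 ± 2.72 against 76.1 ± 26.1 TPM). Immediate-early genes were split, with medians of −0.37 and 0.36 (percentiles 5.14 and 98.34), and FOS stood at 2.42 (134 ± 127 against 23.3 ± 19.4 TPM) and 7.09 (1019.6 ± 335 against 9.35 ± 7.54 TPM). Without one or the other G0 cell, FOS within scRamDA-seq was 3.58 or 1.27. Extracellular matrix genes had 0.60 and 0.19 (percentiles 98.48 and 94.64), with the proteoglycan BGN at 3.82 within scRamDA-seq (188 ± 258 against 12.7 ± 31.6 TPM; 6.78 without one G0 cell and 0.85 without the other) and IGFBP3 at −4.78 within scRR3 (4.505 ± 5.904 against 165 ± 174 TPM). Oxidative phosphorylation genes lay higher in both (0.66 and 0.46, percentiles 99.7 and 99.96). Ribosomal proteins lay higher within scRamDA-seq (0.75, percentile 100) but near 0 within scRR3 (0.07, percentile 96.31; 43 higher and 36 lower).

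Cholesterol synthesis stood at 0.16 within scRamDA-seq (percentile 76.05; −0.40 without one of the 2 G0 cells) and 0.66 within scRR3 (percentile 99.91; −1.004 without one and 2.17 without the other), with HMGCS1 at 2.53 (163 ± 182 against 19.5 ± 12.4 TPM; 4.06 or 1.004). Nuclear lncRNAs stood at 0.06 and 0.85 (percentiles 54.83 and 99.67), with MALAT1 at 1.69 (13358 ± 511 against 5069 ± 3142 TPM) and 1.18 (11526 ± 6746 against 5062 ± 2372 TPM; 0.55 or 1.82 without one of the 2 G0 cells). Cytoplasmic lncRNAs stood at 0.17 (percentile 62.29; −0.31 without one G0 cell) and −0.47 (percentile 10.94), with DANCR at −2.44 within scRR3 (17.3 ± 5.28 against 116 ± 72.9 TPM). Among random lists of lncRNAs only, the nuclear list lay at percentiles 47.75 and 79.26 and the cytoplasmic list at 44.1 and 0. RNAs without a poly(A) tail stood at 0.51 and 1.03 (percentiles 70.04 and 99.82), and the scRR3 value depended on which G0 cell was left out. Other small RNAs stood at −0.38 and 1.12, the latter −0.34 without one of the 2 scRR3 G0 cells. Pigment epithelium markers stood at −0.49 and 0.92 (percentiles 30.41 and 91.73), with the eye transcription factor OTX2 at 3.81 (37.1 ± 3.203 against 3.06 ± 3.68 TPM). Detained-intron mRNAs stood at −0.02 and −0.04 (percentiles 31.29 and 67.52), mitochondrial RNAs at −0.01 and −0.28 (percentiles 8.62 and 22.91), and markers of other cell types at 0.31 and −0.09. With 2 cells a group, differences in G0 describe those cells and no more.

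Likeness between cells was asked last. The median Pearson r of log2(TPM + 1) was 0.872 between scRamDA-seq cells (0.833–0.912), 0.910 between scRR1 cells and 0.905 between scRR3 cells. Across methods it was 0.851 for scRR1 with scRamDA-seq, 0.868 for scRR3 with scRamDA-seq and 0.906 for scRR1 with scRR3, and between the means of the methods 0.946, 0.952 and 0.978. The median SD of a gene between cells was 0.771 in scRamDA-seq, 0.831 in scRR1 and 0.701 in scRR3 over 10783 genes. Of 14295 genes measured in both comparisons with scRamDA-seq, 265 were higher in both protocols and 2547 lower in both, where simulated groups that shared the reference cells and had no difference gave 38.4 (at most 152) and 40.8 (at most 184). The differences of both protocols from scRamDA-seq shared the same 15 reference cells and correlated at 0.872, where simulated groups with no difference gave 0.499. With the reference cells split between the protocols the correlation was 0.693 or 0.754.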

Values the study reported

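The paper gives about 4 M reads for each sample. It puts the share of scRamDA-seq genes and transcripts that scRR-seq also found at ~80%, with the other ~20% going undetected, and the correlation between scRR-seq and scRamDA-seq at R > 0.8.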

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

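Of the explanations weighed here, only the genomic DNA and dropout tests for lncRNAs were written down before the values were seen, and all other tests were chosen after the result. In the search for single cells far from their lot, 78 values were tested and 8 stood out, where chance at about 1 in 20 would give 3.9. Several of the 8 came from the same cell, so they were not independent and 3.9 is no firm yardstick. Effects were compared for 123 pairs, of which in 5 the effect of every cell of one group opposed that of every cell of the other. All 5 were pairs of G0 groups with 2 cells each, where such agreement easily arises by chance. No chance number was derived for them, so they may be no more than chance gives.

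In scRR3 Lot1, one cell stood apart from the other cells with a growth arrest list level of 3.42 (others 4.03–4.29). One Lot1 cell had log2(TPM + 1) of 2.496 for CYP1B1, which was listed at 0 in the others. In Lot2 one cell had a summed histone level of 5014 TPM (others 79.2–588) and a histone list level of 5.87 (others 0.68–2.26). In the same cell H4C12 reached 6.31 (others 0–2.74) and H3C13 7.12 (others 0–2.84). Another Lot2 cell had a mitochondrial RNA list level of 8.10 (others 10.4–12.01) and CYP1B1 listed at 0 (others 2.49–4.79).

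For 5 measures both G0 cells of one method lay above the mean of its mid-S cells and both of the other method below, and the difference was not tested. Means of other measures also had opposite signs, without this agreement of single cells. Genes above 1 TPM were −819 in scRamDA-seq and 549.8 in scRR3, a gap of −1368. The extracellular matrix list level stood at 0.72 and −0.17 (gap 0.89), and the pigment epithelium markers at −0.41 and 0.54 (gap −0.95). RNU4-1 stood at −0.83 and 0.93 (gap −1.76), and PCDH7 at 1.06 and −2.14 (gap 3.20).

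Histone messages were lower in scRR3 Lot2 than in Lot1 by −2.20 in the median. A like loss of all RNAs without a poly(A) tail in Lot2 is argued against, since the 8 such RNAs of the study differed by −0.074 with an SD of 0.255. A loss of some of them stays open, as small nucleolar RNAs stood at −0.83 (43 of 108 genes lower), small nuclear RNAs at −0.57 and other small non-coding RNAs at −0.21. Reads moved between near-identical histone copies are argued against as well, since log2 of the summed histone TPM was itself lower by −2.47 (SD 2.07 over all scRR3 mid-S cells and 1.74 in Lot1). Cells at other points of the cell cycle could not be told from the lists used here. The S-phase list differed by 0.16 (SD 0.291) and the G2/M list by 0.08, and the lots are also separate experiments. The DNA of these cells, by which the paper places cells within S phase, was sequenced but not analysed here. Without the one Lot2 cell rich in histone messages the median was −2.66. Of the 6 Lot1 cells 2 had summed histone levels of 333 and 405 TPM, within the range of 8 Lot2 cells, and 4 had 2597–4439 TPM, so the difference rests on the number of histone-rich cells in each lot.

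lncRNA genes were lower in scRR1 and scRR3 than in scRamDA-seq. Nuclear RNA left with the chromatin stays open from these lists alone. The cytoplasmic list lay at percentiles 100 and 99.85 among random lncRNA lists, but the nuclear list lay at 81.98 and 61.8, and MALAT1 at 0.17 in scRR3. The nuclear percentiles cannot decide, as RNAs of the random lncRNAs often stay in the nucleus too. The paper also sequenced RNA from beads and supernatant and reports RNAs rich in lncRNAs on the beads. It further reports that RNAs missed by scRR-seq tended to be nuclear. Genomic DNA reads in scRamDA-seq stay open from these values, while the paper reports minimal cross-contamination of DNA and RNA in both methods. The median lncRNA gene was lower by 16.6 and 15.3 times the TPM by which 400 olfactory receptor genes were lower (5.46 and 5.76 against 0.329 and 0.377 TPM), but only the lncRNA genes had passed a level filter. The summed level of the olfactory receptor genes was also lower, at 111 TPM in scRR1 and 91.6 TPM in scRR3 against 242 TPM in scRamDA-seq. More zeros at an unchanged mean level are argued against, as the lncRNA medians of both protocols lay from −1.30 to −1.26 as ratios of means. A loss that lowers the mean of weak RNAs stays open, since it would lower these ratios too. Of genes at 0.1–1 TPM in scRamDA-seq, 36.4% were seen by neither protocol.

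S-phase and G2/M genes were higher in scRR3 than in scRamDA-seq. That some scRamDA-seq cells were outside mid-S stays open for S-phase genes, whose upper quartile over cells differed by 0.083 (−0.066 rescaled; SD 0.282), and whose median in scRR3 fell from 0.62 to 0.39 without the 2 scRamDA-seq cells lowest in both lists. For G2/M genes the upper quartile differed by 0.51 (0.38 rescaled; SD 0.346) and the median without those cells was 0.48. A few low scRamDA-seq cells are therefore not the whole cause there. Whether the scRamDA-seq cells as a group lay at another point of S phase cannot be told, because none of their DNA was sequenced. A larger share of all messenger RNA in scRR3 is argued against as the whole cause. Both lists lay at percentile 100 among random protein-coding lists. As a part of the cause it stays open. Protein-coding genes held 79.6% of the TPM outside mitochondrial genes in scRR3 and 72.0% in scRamDA-seq.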

How the results depend on the processing

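Over 3419 results under other settings, 382 of 415 values of gene lists moved by less than 1 SD between cells, 23 moved further and 10 reversed. The same limit held for named genes and genes detected, that for counts was 1.5 times, for shares the 95% binomial interval, for correlations the SD over pairs of cells, for spread its jackknife error and for the shared difference the SD of simulations. A reversal was counted only for lists outside the central 95% of random lists and genes past the size rule, so values within these limits can differ in size, and weak ones in sign. Within these limits counts of genes kept 70 of 94 values and 24 moved, named genes kept 2626 of 2853 with 219 moved and 8 reversed, genes detected kept 8 of 10, shares 1 of 13, the shared difference 1 of 2, spread 2 of 8, correlations none of 12 and the RNAs without a poly(A) tail all 12. Scaling cannot be settled from TPM, differences between methods cannot be told from differences between experiments, and the cause of a change with the setting was not tested. No paired analysis was possible because the samples name no pairs of cells across groups.

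With a pseudocount of 0.1 the histone median was −1.81 for scRR1 against scRamDA-seq and −2.23 against scRR3, and the pigment epithelium markers −1.68 for scRR1 against scRamDA-seq and 1.52 for G0 in scRR3. The counts became 810 genes higher in scRR3 than scRamDA-seq, 670 higher and 728 lower in scRR1 than scRR3, and 652 higher and 1040 lower in Lot2. For G0 the G2/M medians were −4.60 in scRamDA-seq and −2.40 in scRR3, and in scRR3 the S-phase median −3.66 and growth arrest 2.10. The median SD was 0.811 in scRamDA-seq and 0.736 in scRR3. With a pseudocount of 5 the counts higher and lower were 438 and 1160 for scRR1 against scRamDA-seq, 176 and 1101 for scRR3 against scRamDA-seq, 59 and 64 for scRR1 against scRR3, and 52 and 122 for the lots.

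Without a filter 4927 genes were lower in scRR1 and 4693 in scRR3 than in scRamDA-seq. With a mean of at least 20 TPM 825 and 802 were lower, 135 were higher and 102 lower in scRR1 than scRR3, and 100 were higher and 157 lower in Lot2 than Lot1. The median SD was then 0.687 in scRamDA-seq, 0.686 in scRR1 and 0.591 in scRR3. For scRR3 against scRamDA-seq the detained-intron list was −0.024 under median-ratio scaling and −0.10 when rescaled without mitochondrial genes, 7SK and 7SL, which put the extracellular matrix list at −0.0062. RMRP was −0.013 as a ratio of means.

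With scRR3 Lot1 only, scRR3 against scRamDA-seq gave 0.040 for cytoplasmic lncRNAs, −0.12 for detained-intron mRNAs, −0.017 for extracellular matrix, −1.20 for pigment epithelium markers and 0.19 for EPB41L4A-AS1. Against Lot1, scRR1 had 573 genes higher and 653 lower, cytoplasmic lncRNAs at 0.13 and histones at −2.93, and the median SD in scRR3 was 0.652. With Lot2 only, cytoplasmic lncRNAs stood at −0.40 and histones at −0.43 against scRamDA-seq, and scRR1 against Lot2 had histones at −0.64. Without the Lot2 cell rich in histone messages, an alternative added later, histones between lots stood at −2.66 and in scRR3 against scRamDA-seq at 0.17. Without the Lot2 cell poor in mitochondrial RNAs their median between lots was −0.18, and without the 2 scRamDA-seq cells lowest in cell-cycle lists the S-phase medians were 0.51 in scRR1 and 0.39 in scRR3 and the G2/M medians 0.48 in both, alternatives also added later.

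Leaving out each G0 cell of scRamDA-seq in turn gave −0.31 to 0.28 for cytoplasmic lncRNAs, 0.18 to 0.80 for growth arrest, −0.40 to 0.67 for cholesterol synthesis and −0.94 to 3.505 for OTX2. In scRR3 it gave 2766 to 3884 higher genes, 0.36 to 1.75 for RNAs without a poly(A) tail, −0.34 to 1.78 for other small RNAs, −4.12 to −2.22 for S-phase genes, −4.17 to 0.84 for G2/M genes, 1.53 to 1.70 for growth arrest and −1.004 to 2.17 for cholesterol synthesis. Single genes in scRR3 ranged from −2.63 to 0.17 for MITF, −2.39 to 0.22 for MT-ND2, −2.50 to 0.48 for MT-ND4, −0.34 to 2.59 for RNU1-3 and −8.33 to 1.14 for TOP2A.

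Genes detected by scRR1 were 81.1% of scRamDA-seq above 0 TPM and 83.7% above 5 TPM. Shares of scRamDA-seq genes for scRR1, scRR3 and either were 73.6%, 73.3% and 79.1% at a mean above 1 TPM, and 78.8%, 79.0% and 86.0% with 13 cells of each method. Detection in at least 50% of the cells gave 77.6% for scRR1 and 83.7% for either. Lot1 alone gave 75.4% for scRR3 and 84.6% for either, and Lot2 alone 76.9% and 85.0%. Median correlations by Spearman rho were 0.812 within scRamDA-seq, 0.814 within scRR1, 0.812 within scRR3, 0.786 for scRR1 with scRamDA-seq, 0.796 for scRR3 with scRamDA-seq and 0.810 for scRR1 with scRR3. Over genes with a mean of at least 1 TPM the Pearson values were 0.762, 0.851, 0.843, 0.742, 0.775 and 0.843 in the same order. The shared difference from scRamDA-seq correlated at 0.693 with the scRamDA-seq cells split.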

Other observations

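One of the 2 scRR3 G0 cells held G2/M messages within or above the mid-S range and the other did not, which was seen by looking through genes after their values were known. In that cell CDK1 stood at 304 TPM (mid-S cells 61.6–249.5), TOP2A at 706 TPM (181–588), the mitotic cyclin CCNB1 at 247 TPM (21.2–145), UBE2C at 602 TPM (146–696) and the proliferation marker MKI67 at 215 TPM (127–408). Its S-phase list level of 3.70 was below all mid-S cells (5.25–6.16), MCM6 stood at 1.09 TPM (53.1–187), and its growth arrest level was 5.83. In the other cell CDK1, TOP2A and MCM6 were listed at 0, with a G2/M level of 2.204, an S-phase level of 1.79 and a growth arrest level of 5.75. FOS stood at 783 TPM in the first and 1256 TPM in the second, against at most 24.8 TPM in mid-S cells. The inflammatory messages CXCL8 and IL6 stood at 545 and 409 TPM in one scRamDA-seq G0 cell and at 36.4 and 73.4 TPM in the other (mid-S at most 1.87 and 13.7 TPM). Neither gene passed 1.07 TPM in the scRR3 G0 cells. ACTA2 stood at 1183 and 122 TPM in the scRamDA-seq G0 cells (mid-S at most 57.5 TPM). The cell-cycle inhibitor CDKN1A stood at 74.8 and 192 TPM in the scRamDA-seq and at 326 and 463 TPM in the scRR3 G0 cells. All 4 values lay within the mid-S ranges of their method, 16.1–315.9 and 18.7–511 TPM (medians 85.8 and 62.5 TPM).

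Retained-intron transcripts made up 14.7 ± 4.07% of the summed TPM of retained-intron and protein-coding transcripts in scRamDA-seq mid-S cells, 10.2 ± 3.51% in scRR1 and 9.30 ± 2.17% in scRR3. This share rose with the mitochondrial share from cell to cell (Pearson r 0.921, 0.961 and 0.772). In cells with less than 15% mitochondrial TPM, a limit chosen after the values were seen, it was 10.8 ± 0.643% (6 cells), 8.51 ± 1.23% (10 cells) and 8.34 ± 1.24% (11 cells). lncRNA genes held 16.8 ± 2.34%, 9.46 ± 2.17% and 14.1 ± 2.23% of the TPM outside mitochondrial genes, and protein-coding genes 72.0 ± 3.33%, 85.0 ± 3.77% and 79.6 ± 3.07%. The medians against scRamDA-seq were −1.10 in scRR1 and −1.13 in scRR3 for processed pseudogenes, −0.81 and −0.71 for small nuclear RNAs and −0.50 and −0.51 for small nucleolar RNAs. Protein-coding genes with the shortest exonic length (median 2.53 kb) stood at 0.21 in scRR1 and 0.27 in scRR3, and the longest (11.5 kb) at −0.01 and −0.07. Between lots, small nucleolar RNAs stood at −0.83 and small nuclear RNAs at −0.57. In G0 small nuclear RNAs stood at 1.27 within scRamDA-seq and 1.77 within scRR3, and lncRNA genes at −0.25 and 0.80. The S-phase list level varied more between scRamDA-seq cells (5.12 ± 0.91, 3.07–6.10) than between scRR3 cells (5.69 ± 0.28, 5.25–6.16).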
